# Systemic inflammatory responses to repeated and increasing endotoxin challenges in fetal sheep

**DOI:** 10.14814/phy2.70316

**Published:** 2025-04-23

**Authors:** Sanya Kathuria, Akash Gupta, Ayna R. Tracy, Rosa I. Luna Ramirez, Senthil Kumar Thulasingam, Nahla Zaghloul, Mohamed Ahmed, Sean W. Limesand

**Keywords:** chorioamnionitis, FIRS, lipopolysaccharide, transcriptomic sequencing

## Abstract

Repeated low‐dose administration of lipopolysaccharide (LPS) attenuates subsequent fetal responses, which makes it challenging to investigate interventions to prolonged exposure. Our aim was to develop a fetal inflammatory response syndrome (FIRS) model that consistently and effectively elicits a marked physiological response to increasing LPS doses. Four intravenous LPS boluses (0.3, 1.5, 3, and 15 μg) were administered to fetal sheep over 5 days. Physiological responses were measured via blood gases, pH, lactate, and cortisol concentrations. Fetal peripheral blood mononuclear cells (PBMCs) were analyzed for transcriptomic changes and tissue cytokine expression postmortem. All LPS challenges increased lactate, cortisol, and pCO_2_ concentrations and decreased pH and pO_2_ levels at 3 and 5 hours. No interaction was found between day (increasing LPS doses) and hour (LPS response to each dose). PBMC numbers increase with LPS challenges. Transcriptional analysis on PBMCs identified several enriched gene clusters indicating upregulation of inflammatory gene signatures along with complement activation and NFκB signaling pathways. Expression of pro‐inflammatory cytokines (TNFα, IL‐6, or IL‐1β) was measured in lung, heart, liver, placenta, and spleen. Physiological indices show both respiratory and metabolic acidosis with successive and increasing LPS challenges that demonstrate a robust systemic response despite tachyphylaxis to LPS in fetal sheep.

## 1 INTRODUCTION

Chorioamnionitis, observed in 3%–5% of pregnancies, is a leading cause of preterm births before 24 weeks of gestation and is characterized by inflammation of intrauterine structures such as the placenta, chorion, and amnion (Ericson & Laughon, 2015; Jain et al., 2022; Kachikis et al., 2019; Ramsey et al., 2005). This condition causes a systemic inflammatory response in the fetus, marked by elevated pro‐inflammatory cytokines like interleukin 6 (IL‐6), tumor necrosis factor alpha (TNFα), IL‐1β and white blood cell counts that result in fetal inflammatory response syndrome (FIRS) (Cappelletti et al., 2020; Gomez et al., 1994; Hillier et al., 1993; Jung et al., 2020). FIRS is also postulated to contribute to neonatal morbidities like bronchopulmonary dysplasia, necrotizing enterocolitis, and intracerebral hemorrhage (Ahmed et al., 2023; Muraskas et al., 2020). Despite current antibiotic interventions, inadequate coverage against pathogens leaves opportunities for persistent infection and inflammation of the fetus (Chapman et al., 2014; Lukanovic et al., 2023).

Numerous animal models of chorioamnionitis have been established to investigate the disease pathogenesis, consequences of FIRS, and potential clinical interventions (Ahmed et al., 2023; Brosius Lutz et al., 2021). Experiments in fetal sheep have provided valuable information on the fetal inflammatory response and its short‐ and long‐term implications for organ development and function (Hillman et al., 2024; Hoogenboom et al., 2022; Inocencio et al., 2022; Zarate et al., 2020). Lipopolysaccharides (LPS) were administered either intra‐amniotically or intravenously to elicit a robust systemic inflammatory response in fetal sheep that affects their physiology and organ development (Duncan et al., 2002; Jobe et al., 2000; Mathai et al., 2013; Zarate et al., 2020). Although both routes of LPS administration induce FIRS, reports in the literature reveal a wider range of doses for intra‐amniotic administration (1–10 mg/kg) compared to intravenous administration (0.1–1.5 μg/kg), which reflects the direct fetal administration of LPS versus the dilution in the amniotic fluid despite being more relevant for intra‐amniotic infections (Disdier et al., 2020; Lear et al., 2014; Moss et al., 2002; Zarate et al., 2020). Irrespective of the administration site, repeated subacute doses, reminiscent of slowly progressing infection, result in an attenuated response to subsequent LPS doses (Disdier et al., 2020; Duncan et al., 2002; Lear et al., 2014; Mathai et al., 2013).

Tachyphylaxis with successive LPS challenges lowers the dynamic range of the subsequent physiological responses and makes it difficult to assess whether clinical interventions to prolong established intrauterine infections improve fetal outcomes with treatment to immunomodulatory drugs (Ahmed et al., 2023; Mathai et al., 2013). Thus, there is a need to establish a new model that replicates this clinical scenario and can be used to study immunomodulatory drug response over a longer period of exposure. In this study, our goal was to develop a five‐day FIRS model that consistently and effectively elicits a robust physiological response to increasing LPS doses in pre‐term sheep fetuses. We hypothesize that repeated increasing doses of LPS when given intravenously to the fetus will overcome tachyphylaxis induced by repeated LPS exposure and cause a systemic inflammatory response in fetal sheep. Progressively increasing LPS boluses were administered because earlier reports showed initial low‐dose boluses decreased mortality in preterm sheep (Lear et al., 2014; Mathai et al., 2013). The duration of 5 days was based on clinical observations indicating that mothers experiencing chorioamnionitis should have an expedited delivery (Conde‐Agudelo et al., 2020). Therefore, our new approach replicates the clinical setting of a pregnant woman presenting with chorioamnionitis, which is associated with prolonged fetal inflammation and preterm delivery in humans (Brosius Lutz et al., 2021; Romero et al., 2006).

## 2 MATERIALS AND METHODS

### 2.1 Surgical preparation

Columbia‐Rambouillet crossbred ewes pregnant with singletons were managed according to the guidelines set by the Guide for The Care and Use of Laboratory Animals, National Research Council, and approved by the Institutional Animal Care and Use Committee (Protocol #08–132). Pregnant ewes (*n* = 5) were shipped to the Agricultural Research Center and kept at 22 ± 2°C for 5 days prior to surgery. Ewes were fed Standard Bread Alfalfa Pellets (Sacate Pellet Mills) and provided water and salt ad libitum. At 119 ± 1 days gestational age (dGA) the ewe and fetus underwent a surgical procedure to place indwelling fetal and maternal vascular catheters (Tygon ND‐100‐80 Flexible Plastic Tubing) as previously described by (Davis et al., 2020). A total of six catheters were placed: four in the fetus (two hind pedal arterial and two hind pedals veins) and two in the ewe (femoral arterial and vein). Vascular catheters were flushed daily with heparinized saline solution (100 U/mL heparin in 0.9% NaCl solution, Vedco, Inc., St. Joseph, MO).

### 2.2 Experimental design

Beginning at 123 ± 2 dGA, intravenous (IV) LPS (E. coli serotype O55:B5) boluses were administered to the fetus. Four increasing LPS boluses dissolved in saline were given (0.3 ug, 1.5 ug, 3 ug,15 ug) on Day 1, Day 3, Day 4, and Day 5, respectively (Figure 1). An LPS challenge on Day 2 was omitted to allow for the future administration of new interventions. Peripheral blood mononuclear cells (PBMCs) were collected and isolated on dGA (study day) 123 (Jain et al., 2022), 126 (Ramsey et al., 2005), and 127 (Jung et al., 2020) prior to the daily LPS bolus. During each LPS challenge, arterial blood pH and gases and plasma lactate concentrations were measured at hour 0 (pre‐bolus) and at hours 1, 3, and 5 (post‐LPS bolus). Plasma was also stored at −80°C for cortisol measurements. After the final LPS bolus (15 ug; Day 5), the ewe and fetus were humanely killed after the 5‐hour sample collection with an overdose of pentobarbital sodium (86 mg/kg, Euthasol; Virbac Animal Health, Fort Worth, TX). The fetus as well as fetal organs (lungs, heart, liver, spleen, and type b placentomes) were dissected, weighed, and snap frozen. RNA was isolated from PBMCs and tissues (lung, heart, liver, spleen, placenta [cotyledon]) for RNA sequencing and quantitative real‐time PCR (qPCR) analysis, respectively. Cytokine mRNA expression (IL‐6, TNF‐α, and IL1β) was measured with quantitative (q)PCR.

**FIGURE 1:**
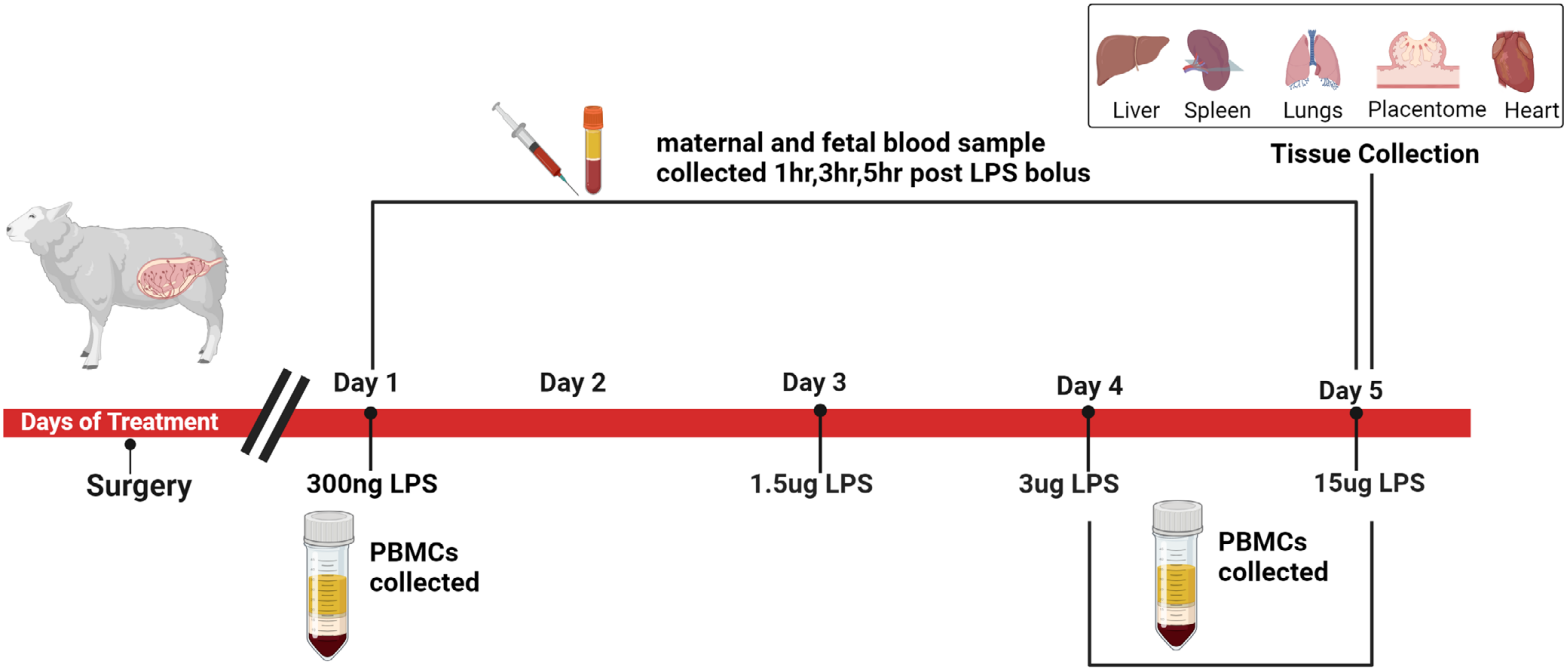
Experimental timeline for LPS challenges. Fetal and maternal catheters were surgically placed at least 3 days prior to treatment. LPS was administered on four separate days with increasing concentrations that are defined on the timeline (Days of Treatment). During each LPS challenge, maternal and fetal blood were collected before the LPS bolus (time 0) and at 1, 3, and 5 h after giving LPS. Peripheral blood mononuclear cells (PBMCs) were collected and isolated on Day 1, 4, and 5 at time 0 prior to that daily LPS bolus. After completing the final LPS challenge, fetal organs (lungs, heart, liver, spleen, and placentome [cotyledon]) were measured for cytokine mRNA expression. Created in https://BioRender.com.

### 2.3 Blood sample collection and analysis

Arterial blood samples were collected for blood gas and pH and plasma lactate and hormone measurements. Blood samples collected in heparin‐lined 1 mL syringes were used to measure whole blood pH, gases, and oximetry with an ABL 825 Blood Gas Analyzer (Radiometer, Copenhagen, Denmark) as described by (Davis et al., 2021). Blood collected in 3 mL EDTA‐lined syringes was centrifuged (1000 × g) and plasma was stored for hormone measurements. Additionally, plasma lactate concentrations were measured with the YSI model 2900 SELECT Biochemistry Analyzer (YSI, Yellow Springs, OH). Cortisol concentrations were determined with a Cortisol EIA (Cat. # EA65, Oxford Biomedical Research, Rochester Hills, MI).

### 2.4 PBMC isolation

PBMCs were isolated from arterial blood using Ficoll‐Paque density gradient centrifugation. Whole blood (10 mL) collected in EDTA‐coated vacutainer tubes (BD Vacutainer® EDTA Tubes) was mixed and incubated at room temperature for 45 minutes. Blood was diluted 1:1 with PBS containing 2% FBS (Thermo Scientific™Dry‐blend Buffered Packs cat #28374) and layered over Ficoll‐Paque media (GE Healthcare cat #17–1440‐02), then centrifuged at 500 ***g*** for 30 min at 25°C. The PBMC layer was transferred, washed with serum‐free RPMI media (Gibco™ RPMI 1640 cat #3180–022), and centrifuged again at 500 ***g*** for 6 min. To reduce RBC contamination, RBC lysis buffer was added to the PBMC suspension and incubated for 10 min. After centrifugation at 500 ***g*** for 5 min, the pelleted cells were resuspended in RPMI + 40% FBS media and counted using a hemocytometer with Trypan blue staining (Invitrogen cat #T10282). The cell concentration was adjusted to 1 × 10^6^ cells/mL, aliquoted into centrifuge tubes, centrifuged, and the cell pellets were frozen at −80°C in preparation for RNA extraction.

### 2.5 RNA isolation and cDNA preparation

RNA was extracted from snap‐frozen tissues using the RNeasy Fibrous Mini Kit (Qiagen, Cat #74704) and concentrations were measured using Qubit (Invitrogen™ Qubit™ 4 Fluorometer). Integrity was determined at the University of Arizona Genetics Core Lab using Agilent 2100. The RNA samples with the RNA integrity >7 were used for qPCR. cDNA was prepared by reverse transcribing RNA (1ug) per reaction in duplicate with Superscript III reverse transcription (Thermo‐Fisher cat #18080044) using the instructions in the manual (Kelly et al., 2018). Fetal sheep exposed to LPS described in this study were compared to age‐matched control fetuses (*n* = 5) that were naïve to LPS treatments but received identical surgical procedures and daily heparin‐saline flushes for catheter maintenance.

### 2.6 Quantitative polymerized chain reaction (qPCR)

Synthetic oligonucleotides were designed with the aid of NCBI Primer Blast and purchased from Eurofins MWG Operon (Huntsville, AL) (Table 1). PCR products for ovine inflammatory markers (TNFα, IL‐6, and IL‐1β) were amplified from sheep fetal liver mRNA by reverse transcription‐PCR using Taq DNA Polymerase (Qiagen) according to the manufacturer's instructions. Optimal annealing temperature and product size were validated for each pair of primers. PCR products were cloned into a plasmid and confirmed with nucleotide sequencing as described previously (Kelly et al., 2018). Primer efficiencies and sensitivities were measured with serial cDNA dilutions, and only primers with efficiencies >85% and <100% were used.

**TABLE 1:** Quantitative PCR Primers.

Primer	Nucleotide sequence 5′ to 3′	Product size (bp)	Annealing temperature (C)
RPS15	F‐ATCATTCTGCCCGAGATGGTG R‐TGCTTTAGCGGGCTTGTAGGTG	134	60
GAPDH	F‐CTGGCCAAGGTCATCCAT R‐ ACAGTCTTCTGGGTGGCAGT	106	60
TBP	F‐AGAATAAGAGAGCCCCGCAC R‐ TTCACATCACAGCTCCCCAC	188	60
TNFα	F‐CTGGGCAGGTCTACTTTGGG R‐ GAAGGGGATGAGGAGGGTCT	109	60
IL‐6	F‐ACCTGGACTTCCTCCAGAAC R‐TTGAGCCGAGAAGTGGTGTTC	162	60
IL‐1β	F‐TGAGCCGAGAAGTGGTGTTC R‐ GCCACCTCTAAAACGTCCCA	314	62

Abbreviations: GAPDH, Glyceraldehyde 3‐phosphate dehydrogenase; IL‐1β, Interleukin‐1 beta; IL‐6, Interleukin 6; S15, Ribosomal protein S15; TBP, TATA‐binding protein; TNFα, Tumor Necrosis Factor‐alpha.

Relative expression of mRNA was determined with SYBR Green (Cat # 330500, Qiagen) in a CFX Connect Real‐Time PCR Detection System (Bio‐Rad, CFX Connect Real time System). The protocol began with initial denaturation done at 95°C for 15 min, followed by 40 cycles of 96°C for 30 s, annealing at 54–62°C (determined for each primer set) for 30 s, and 72°C for 10 s, with fluorescence measurement at the end of each cycle. Melt curve analysis was performed at the end of the amplification to confirm product homogeneity. Samples were run in duplicate; the results were normalized to the geometric mean of ovine reference genes: ribosomal protein S15 (S15), TATA‐binding protein (TBP) and/or Glyceraldehyde 3‐phosphate dehydrogenase (GAPDH). The results were analyzed by the comparative ΔCT method (CT gene of interest− CT geometric mean of reference genes). Average ΔCT was calculated, and fold change was calculated using 2^(‐ΔΔCT)^ (Livak & Schmittgen, 2001).

### 2.7 RNA sequencing for PBMCs

RNA from PBMCs was extracted with Tri‐Reagent (Cat # TR 118, Molecular Research Center, Cincinnati, OH) and cleaned up using a Qiagen Mini RNeasy column (Cat # 74104, Qiagen, Valencia, CA) (Luna‐Ramirez et al., 2023). RNA samples (RIN Score >7) isolated from fetal PBMCs (*n* = 5 fetuses) collected on Day 1, time 0 (prior to any LPS exposure, baseline) and Day 5, time 0 (after 3 LPS boluses) were submitted to the Novogene Corporation Inc. (Sacremento CA, USA) for high‐throughput transcriptome sequencing.

Raw sequence reads were subjected to quality control using FastQC software (version 0.11.9, accessed on March 14, 2024). Reads that passed the quality check were then aligned to reference genome of sheep (Ovis aries ARS‐UI_Ramb_v2.0 GenBank # GCA_016772045.1) downloaded from Ensembl Website (March 25, 2024) using The Spliced Transcripts Alignment to a Reference (STAR) software (version 2.7.3a). Since the RNA sequencing was strand specific, STAR was configured to consider strand information during alignment. FeatureCounts (v2.0.3) was used to quantify the reads mapped to the gene in specific strands. The count data from featureCounts was used for differential expression analysis using DESeq2 package (version1.44.0) accessed on R studio (version R.4.4.0). *p*‐values were adjusted using the Benjamini‐Hochberg method to control the false discovery rate. Differentially expressed genes (DEGs) were identified based on an adjusted *p*‐value threshold (*p*adj <0.05) and a log2 fold change criterion (absolute log2FC >1). The DEGs were input in Database for Annotation, Visualization and Integrated Discovery (DAVID; (Sherman et al., 2022)) accessed through National Institutes Health (NIH) to perform gene ontology (GO) enrichment for Biological Processes (GO: BP) and Molecular Function (GO:MF) and KEGG pathway analysis. Pathway enrichment found through DAVID was confirmed with gProfiler (Reimand et al., 2007). Pathways with adjusted *p*‐value <0.05 or FDR <0.05 were considered enriched or overrepresented.

### 2.8 Statistical analysis

A mixed two‐way ANOVA was performed to analyze the effects of day and hour on each physiological parameter (pH, pCO_2_(mmHg), pO_2_(mmHg), lactate (mmol/L), cortisol (ng/mL), PBMC (cells ×10^6^/mL)) and a Tukey–Kramer test was used to determine statistical significance differences (*p* < 0.05). A two‐tailed T‐Test was performed on ΔCT values between LPS naïve and LPS treated groups.

## 3 RESULTS

### 3.1 Increasing LPS doses elicited a repeated robust inflammatory response

Fetal physiological responses to the LPS challenge were assessed with pH, pCO_2_, pO_2_, lactate, and cortisol measurements at 1, 3, and 5 h post‐LPS bolus and compared to hour 0, which is the pre‐LPS bolus sample for each day (Figure 2a–e). Acute inflammatory responses were observed with each intravenous LPS challenge. However, there was no interaction between day (increasing LPS doses) and hour (LPS response to each dose) for any fetal parameter presented. Therefore, we present the main effects for hour means for all the LPS challenges and day means for each LPS challenge. Following the LPS bolus, the mean pH and pO_2_ decrease (*p* < 0.01) at 3‐ and 5‐h time points in comparison to hour 0 (Figure 2f,h). Conversely, the pCO_2_ levels, lactate concentrations, and cortisol concentrations increased (*p* < 0.01) at 3‐ and 5‐h time points compared to hour 0 (Figure 2g,i,j).

**FIGURE 2:**
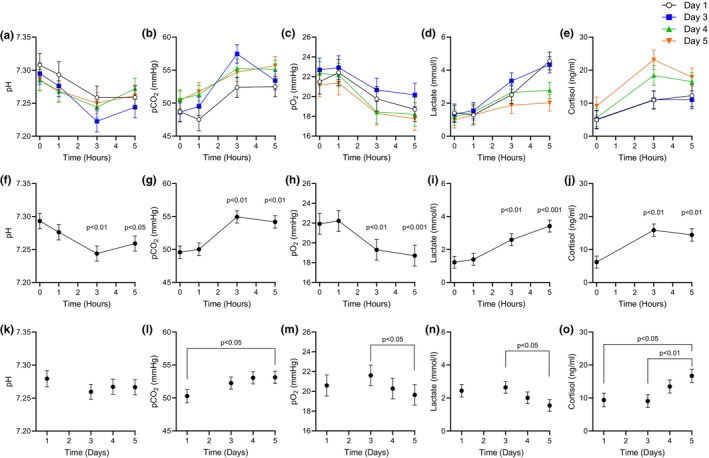
Physiological responses to repeated intravenous LPS challenges in fetuses (*n* = 5) for indicated hours and days. Blood pH, pCO_2_ (mmHg), pO_2_ (mmHg), and plasma lactate (mmol/L) and cortisol (ng/mL) are presented for individual challenges (panels a–e), averaged (±SEM) hour responses (panels f–j), and averaged (±SEM) day responses (k–o). Data were analyzed by two‐way mixed ANOVA for the main effects (hour and day) with sheep as the subject. Differences (*p* < 0.05) were determined with a Tukey–Kramer ‘s post hoc test, and significance levels are indicated.

For each LPS challenge, the average daily response was calculated (i.e., day effect) as the average of all hourly measurements (Figure 2k–o). The blood pH was unaffected by the different daily LPS doses (Figure 2k). The daily pCO_2_ average was greater at Day 5 (15 μg) compared to Day 1 (0.3 μg) (Figure 2l). Daily pO_2_ and lactate averages decreased (*p* < 0.05) between Day 3 (1.5 μg) and Day 5 (15 μg) (Figure 2m,n). Daily cortisol concentration averages increased (*p* < 0.05) on Day 5 compared to Days 1 and 3 (Figure 2o).

The maternal blood pH, pCO_2_, pO_2_, and plasma lactate were measured during each fetal LPS challenge. In maternal samples, no differences were found between day, time, or their interaction (data not shown).

### 3.2 Activation of the innate immune response in fetal PBMCs

Repeated administration of LPS increased PBMC concentrations in fetal blood on Day 4 (*p* < 0.05) and Day 5 (*p* < 0.01) compared to the pre‐LPS bolus sample collected on Day 1 (Figure 3a). The fetal PBMCs increased ~2.4‐fold on Day 4 after the second LPS bolus (given on Day 3) and ~3.5 fold on Day 5 after the third LPS bolus (give on Day 4). Maternal PBMC concentrations were not different between Day 1 and Day 5 (Figure 3a).

**FIGURE 3:**
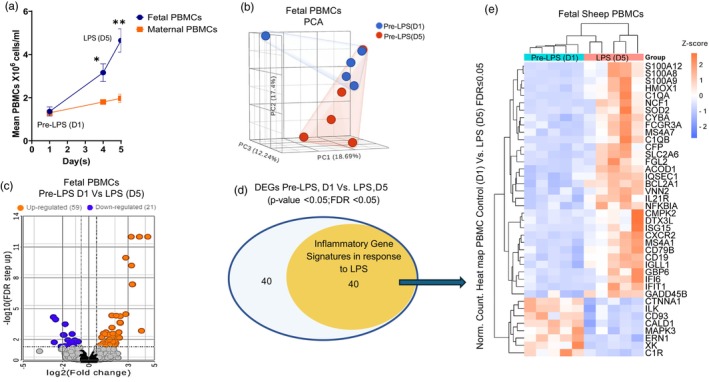
Fetal PBMC transcriptomic analysis reveals consistent upregulation of inflammatory gene signatures after LPS exposure. (a) Fetal PBMC concentrations (cells/mL) were determined prior to LPS exposure on Day 1 (Pre‐LPS(D1)) and on Day 4 and 5 (LPS D5). (b) Principal component analysis (PCA) for all transcriptome data for the pre‐LPS D1 (blue) and LPS D5 (red) are plotted based on their dimensional variance. (c) The volcano plot demonstrates DEGs (log2 Fold Change >1.5 and FDR *q* < 0.05) between the 2 days (D5 compared to D1). (d) The orange solid circle of the Venn Diagram indicates genes that were differentially expressed with LPS exposure and aligned with the inflammatory gene signature compared to the total numbers of DEGs encompassed in the purple circle. (e) Heat map illustrates the expression levels of the 40 DEGs associated with Inflammatory gene signatures in LPS response.

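Peripheral blood mononuclear cells (PBMCs), the lymphocytes and monocytes of circulating blood, were sampled from the same 5 fetuses on both days. The first sample was drawn at time 0 of Day 1, at 123 days of gestation and before any lipopolysaccharide (LPS). LPS is the endotoxin of the outer membrane of Gram-negative bacteria. The other sample was drawn at time 0 of Day 5, at 127 days of gestation, after intravenous boluses of 0.3 µg on Day 1, 1.5 µg on Day 3 and 3 µg on Day 4. This gave 10 RNA-seq libraries, with n = 5 on each day. No library came from a fetus without LPS on Day 5. A difference between the days therefore cannot be told apart from a change with gestational age or time after surgery. The authors aligned the reads to the sheep assembly ARS-UI_Ramb_v2.0 with STAR, counted them per gene and strand with featureCounts, and deposited regularized-log (rlog) values. An rlog value is a log2 count normalized for library size and shrunk toward the mean of its gene, more so for genes with few reads. The deposited values hold no counts, so the depth of each library is unknown and no counting error can be given. The table lists 30620 genes by Ensembl identifier. Of these, 10574 are listed at 0 in all libraries, and the remaining 20046 were tested. Any pair of libraries correlated at 0.99 to 0.997 across genes. Differences in mean between genes raise such a correlation, so it does not measure how closely days or fetuses match. Differences between the days were tested with limma's moderated test with a mean-variance trend on the rlog values, without a term for the fetus, and p-values were adjusted by the Benjamini-Hochberg method. A DEG had an adjusted p under 0.05 and a fold change over 1.5. Among the choices that could move the number of DEGs are a filter on low genes, whose spread the shrinkage lowers, and a term for the fetus. The authors' deposited comparison table lists 80 genes, 18 of them by Ensembl identifier and the others by symbol, so only those 18 were followed in the rlog values. The fold changes and p-values in Figures 4b and 6b give symbols for 6 of the 18.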

The systemic inflammation response was investigated in pre‐LPS treated (Day 1) and LPS treated (Day 5) fetal PBMC transcriptomes. The data have been deposited in the National Center for Biotechnology Information's Gene Expression Omnibus (accession # GSE284345). PBMC transcriptomes from both days were evenly distributed across three principal components (PCs; Figure 3b). A similar variation found in transcriptomic data between the two sampling days highlights their separation, with PC1 contributing 18.69%, PC2 contributing 17.4%, and PC3 contributing 12.24%. 

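With every gene centred and scaled to unit variance, PC1 carried 17.95% of the variance of the 10 rlog libraries, PC2 15.45% and PC3 11.65%. With genes centred only, PC1 carried 25.2%, and with the 500 most variable genes 42.2%. On PC1 the mean score was 15.7 ± 45.1 (SD, n = 5) on Day 1 and -15.7 ± 73.8 (SD, n = 5) on Day 5, a difference smaller than the spread between fetuses (two-sided exact permutation test, p = 0.444). PC2 scores were 27.6 ± 68.3 (SD, n = 5) on Day 1 and -27.6 ± 19.95 (SD, n = 5) on Day 5 (two-sided exact permutation test, p = 0.0476, or 0.143 after Benjamini-Hochberg adjustment over the 3 components). PC2 was lower on Day 5 in 5 of 5 fetuses, and the Day 1 library of fetus 3, at 147.9, lay far above the other Day 1 libraries, which ran from -20.5 to 10.6. On PC3 the exact permutation p was 0.294. Over all genes, 14.6% of the total variance lay between the days, where 11.1% is the share that unrelated libraries would give on average, and 53.5% lay between the fetuses, where that share is 44.4%. The ratio of the variance between days to that within days (pseudo-F) was 1.37, a value that other splits of the libraries also reached (one-sided exact permutation test over all splits, without regard to the fetus, p = 0.0952). Without fetus 1 it was 1.56 (exact permutation p = 0.0286). Without fetus 2, 3, 4 or 5 it ran from 1.09 to 1.24 (exact permutation p from 0.229 to 0.371). With days exchanged only within fetuses, a replicate block, the exact p was 0.063, the smallest that 5 pairs allow. Libraries of one fetus deviated together from the mean of their day, with a mean correlation across genes of 0.245 against -0.062 for libraries of different fetuses (exact permutation test over 120 pairings, p = 0.00833).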

Eighty DEGs (FDR *q* < 0.05 and fold change >1.5) are represented in the volcano plot (Figure 3c). 

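In the rlog values, 4 of the 20046 tested genes were DEGs between Day 5 and Day 1 by limma with Benjamini-Hochberg adjustment, and each of them also passed an absolute log2 fold change of 1. At an unadjusted p under 0.05, 1110 genes differed, or 5.54% of those tested. Adding the fetus to the limma model as a replicate block gave 27 DEGs, which included the 4. In each fetus the deviation of the Day 1 library from its day mean correlated more with the Day 5 library of that fetus than with that of any other, at 0.481 in fetus 1 and between 0.174 and 0.198 in the others. Of the 18 genes that the paper's Table S1 lists by Ensembl identifier, 0 had an adjusted p under 0.05 in the model without the block and 5 in the model with it, while 17 had an unadjusted p under 0.05 in each. Adjusted over these 18 alone, 17 had an adjusted p under 0.05 in both models. That count shows no stability, since the paper chose these genes on the same libraries. The days did not overlap in 7 of the 18 genes and in 1.15% of all tested genes, where chance gives 0.794%. Among the 4 DEGs, the gene with the highest log2 fold change, ENSOARG00020017135, had an rlog value of 6.03 ± 0.48 (SD, n = 5) on Day 1 and 8.98 ± 0.73 (SD, n = 5) on Day 5. Its log2 fold change was 2.95 (standard error 0.32, limma adjusted p = 0.00921, or 0.00011 with the block), and the change within a fetus ran from 2.43 to 3.56. With each fetus left out in turn, the log2 fold change stayed between 2.80 and 3.08, while the limma adjusted p ran from 0.0372 to 0.527 and was above 0.05 without fetus 2, 3, 4 or 5. Without a trend in eBayes it was 0.204.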

Fifty‐nine genes were upregulated, and 21 genes were downregulated in LPS‐exposed PBMCs (Day 5) compared to pre‐LPS exposed (Day 1) (Table S1). 

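All 4 DEGs of the model without the fetus were higher on Day 5, and 0 were lower. With the fetus as a replicate block, 22 DEGs were higher and 5 were lower. Among the genes with an unadjusted p under 0.05, 581 were higher and 529 lower on Day 5 without the block, and 696 were higher and 684 lower with it. Centring each library on its median moved the split of DEGs to 16 higher and 3 lower, and that of the genes with an unadjusted p under 0.05 to 729 higher and 414 lower. Of the 18 genes of Table S1 with an Ensembl identifier, 15 were higher and 3 lower on Day 5, in each case with the sign of the authors' deposited table, and 17 changed in one direction in all 5 fetuses. The largest fall among them was that of ENSOARG00020024647, a choice made after the values were seen. This gene lies on chromosome 11 of ARS-UI_Ramb_v2.0, from 19076360 to 19091390. Its rlog value was 7.13 ± 0.71 (SD, n = 5) on Day 1 and 5.80 ± 0.67 (SD, n = 5) on Day 5, a log2 fold change of -1.33 (standard error 0.36, limma adjusted p = 0.507). With the block the standard error was 0.16 and the limma adjusted p was 0.0135. It fell in 5 of 5 fetuses.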

In response to LPS, 40 DEGs were aligned with inflammation signature pathways (Figure 3d). Expression levels for pre‐LPS (Day 1) and LPS (Day 5) inflammatory genes are presented in a heat map (Figure 3e), which indicates that most of the LPS responsive DEGs are associated with the inflammatory gene signature.

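Of the 40 genes in the heat map, 6 are paired with an Ensembl identifier in the paper's materials (CXCR2, FCGR3A, IGLL1, MS4A7, S100A9 and GBP6) and were followed in the rlog values. The other 34 were not analysed here. The mean rlog value of the 6 genes was 7.52 ± 0.18 (SD, n = 5) on Day 1 and 8.75 ± 0.54 (SD, n = 5) on Day 5. Without regard to the fetus, no other split of the libraries gave as large a difference as 1.23 (two-sided exact permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow). With the fetus as a replicate block, the exact sign-flip p was 0.063, which is the smallest that 5 pairs allow. The mean rose in 5 of 5 fetuses, by 0.66 in fetus 1, 0.84 in fetus 2, 1.85 in fetus 3, 1.49 in fetus 4 and 1.32 in fetus 5. These p-values describe genes that the paper selected on the same libraries. From the heat map, the paper states that most of the genes responding to LPS belong to the inflammatory signature.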

Association to inflammation and immune response is supported by gene enrichment analysis using the protein–protein interaction (PPI) network and further K‐clustering analysis of the 40 DEGs associated with the inflammation gene signature pathway. Our analysis of the PPI network led to the identification of 38 nodes, average local clustering coefficient 0.673, PPI enrichment (*p* < 1.11e‐16). K‐clustering analysis segmented the PPI network into five interactive modules (Tables S2–S7). Notably, several DEGs and the key genes within each module have been previously reported to be involved in the characteristic response to inflammation and immune functions. A detailed analysis of K cluster 1 identified 13 genes primarily associated with the inflammatory response (Figure 4a). These 13 DEGs in cluster 1 were upregulated (Figure 4b; *p* < 0.05, FDR *q* < 0.05) and shared enrichment with several immune‐related pathways (FDR *q* < 0.05), which are illustrated by their gene number and enrichment score (Figure 4c). 

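Of the 13 genes in K-cluster 1, CXCR2, FCGR3A, IGLL1, MS4A7 and S100A9 were followed in the rlog values, and their mean rose from 7.30 ± 0.16 (SD, n = 5) on Day 1 to 8.54 ± 0.53 (SD, n = 5) on Day 5. The difference was 1.24 (two-sided exact permutation test, p = 0.00794; exact sign-flip test within fetuses, p = 0.063). S100A9, which encodes a calcium-binding protein of myeloid cells, lies on chromosome 1 of ARS-UI_Ramb_v2.0 from 103735529 to 103738351 (ENSOARG00020000744). Its rlog value was 8.81 ± 0.32 (SD, n = 5) on Day 1 and 11.01 ± 0.91 (SD, n = 5) on Day 5. The log2 fold change of 2.21 had a standard error of 0.35 and a limma adjusted p of 0.0833, and with the fetus as a replicate block a standard error of 0.21 and an adjusted p of 0.0034. With each fetus left out in turn, the log2 fold change stayed between 2.02 and 2.38 and the limma adjusted p between 0.126 and 0.882. CXCR2, a receptor for CXC chemokines, lies on chromosome 2 from 220184531 to 220207627 (ENSOARG00020036084). Its rlog value rose from 4.72 ± 0.16 (SD, n = 5) to 5.97 ± 0.55 (SD, n = 5), a log2 fold change of 1.24 (standard error 0.23, limma adjusted p = 0.145, or 0.0633 with the block). FCGR3A (chromosome 1, 112980200 to 112991201), an Fc receptor for immunoglobulin G, had a log2 fold change of 1.12 (standard error 0.26, limma adjusted p = 0.38, or 0.0678 with the block). MS4A7 (chromosome 15, 81737395 to 81757458), a membrane protein gene, had one of 0.99 (standard error 0.28, limma adjusted p = 0.573, or 0.158 with the block). IGLL1 (chromosome 17, 71219637 to 71219958), which encodes an immunoglobulin lambda-like chain, had one of 0.63 (standard error 0.18, limma adjusted p = 0.577, or 0.313 with the block). The linear rlog values of IGLL1 summed to 9515 over the libraries, where the total in the authors' deposited table is 1020. FCGR3A and IGLL1 belong to families with similar sequences, between whose members the counting could have split reads. Each of the 5 genes rose in 5 of 5 fetuses. For S100A9, CXCR2 and IGLL1 every Day 5 library was above every Day 1 library (two-sided exact permutation p = 0.00794 for each), while for FCGR3A and MS4A7 the days overlapped (exact permutation p = 0.0159 and 0.0238).

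**Figure D1:**
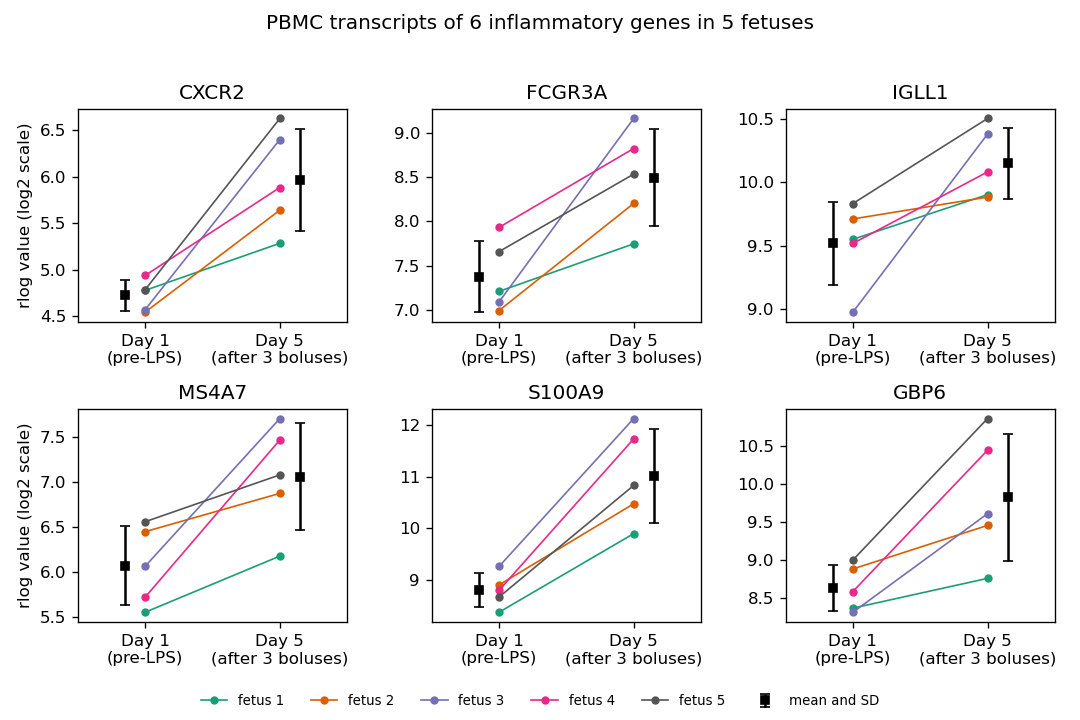
Rlog values (log2 scale, vertical axis, with its own range in each panel) of CXCR2, FCGR3A, IGLL1, MS4A7, S100A9 and GBP6 on Day 1, before LPS, and on Day 5, after 3 boluses. Each line joins the 2 libraries of one fetus, and black squares with bars give the mean and SD of the 5 fetuses; each line rises, and fetus 1 has the lowest Day 5 value in each panel except IGLL1.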

A similar comprehensive analysis was performed on K‐cluster 3, which comprises 7 genes, as illustrated in Figure 5a–c, along with K‐cluster 4 and K‐cluster 5, depicted in Figure 6a–c. The DEGs in K‐cluster 3 reveal several genes related to apoptosis and NF‐kappa signaling. K‐cluster 4 and K‐cluster 5 showed these nodes of DEGs were associated with the immune response to lipopolysaccharide (LPS) stimulation and complement activation.

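GBP6, which encodes an interferon-inducible guanylate-binding protein, was the gene of K-cluster 4 that could be followed in the rlog values. No gene of K-cluster 5 was analysed here. GBP6 lies on chromosome 1 of ARS-UI_Ramb_v2.0 from 66629253 to 66651680 (ENSOARG00020007278), and its family holds similar genes between which reads could have been split. Its rlog value was 8.63 ± 0.31 (SD, n = 5) on Day 1 and 9.83 ± 0.84 (SD, n = 5) on Day 5. The log2 fold change was 1.20 (standard error 0.33, limma adjusted p = 0.537), and the days overlapped (two-sided exact permutation test, p = 0.0238). With the fetus as a replicate block, the standard error was 0.22 and the limma adjusted p was 0.0834. The rise within a fetus ran from 0.39 to 1.87 and was present in 5 of 5 fetuses (exact sign-flip test, p = 0.063).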

**FIGURE 4:**
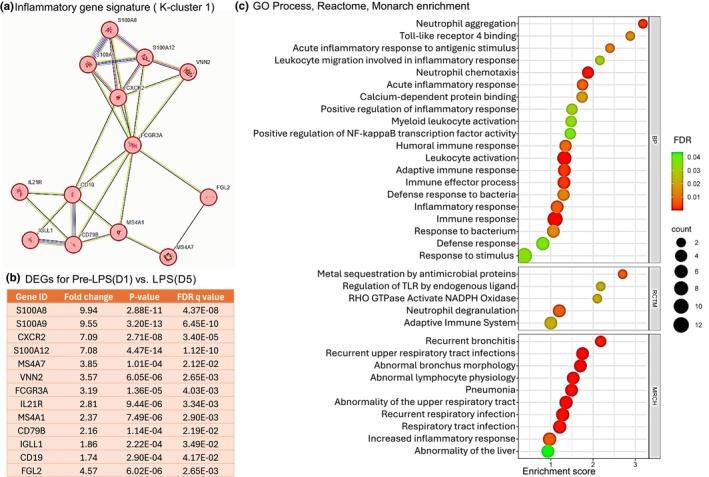
K‐Cluster 1 from 40 DEGs associated with inflammatory gene signatures. LPS stimulation upregulated several prominent genes in PBMCs associated with chronic inflammation. (a) K‐cluster 1 represents a node of 13 DEGs in the String Analysis. (b) Table of these 13 genes with gene identification, fold change (log_2_), *p*‐values, and FDR *q* value. These data demonstrate a robust upregulation of 13 genes in K‐cluster 1. (c) String protein–protein interaction analysis reveals pathway enrichment from GO process, Reactome, and Monarch. Each pathway is represented on the *y*‐axis with its associated gene numbers, while the *x*‐axis displays the enrichment score for each pathway.

**FIGURE 5:**
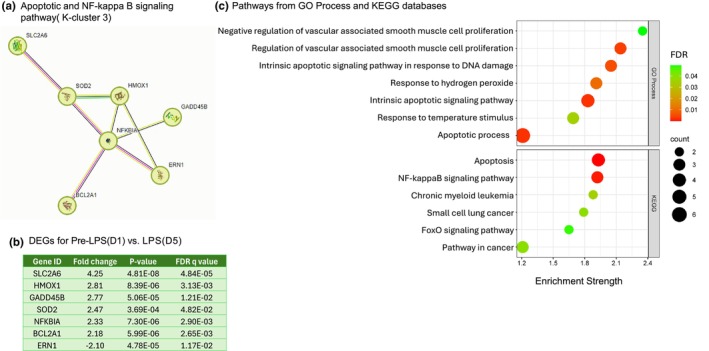
K‐Cluster 3 from 40 DEGs associated with inflammatory gene signatures is associated with apoptotic and NF‐Kappa B signaling. (a) K‐cluster 3 represents a node of 7 DEGs. (b) Table of these 7 DEGs with gene identification, fold change, *p*‐value, and FDR q value. Six DEGs were upregulated, and one was downregulated in K‐cluster 3. (c) String protein–protein interaction database reveals pathway enrichment analysis for GO process and KEGG database. Pathways are listed on the *y*‐axis with their associated gene numbers, and the *x*‐axis displays the enrichment score.

**FIGURE 6:**
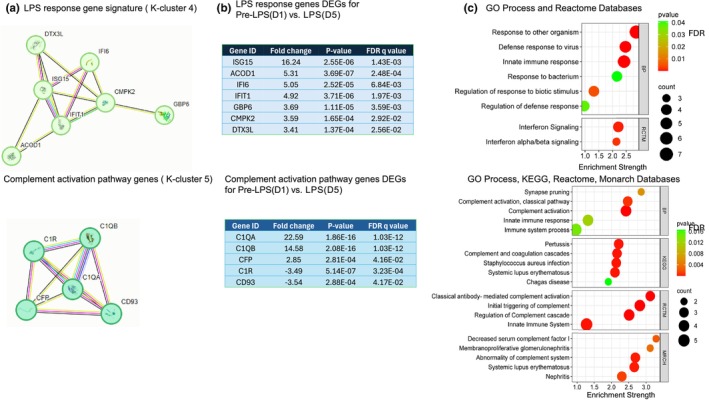
K‐Cluster 4 and K‐Cluster 5 from 40 DEGs associated with inflammatory gene signatures are associated with LPS response gene signature and Complement activation genes, respectively. (a) K‐cluster 4 represents a node of 7 genes from LPS response gene signature; K‐cluster 5 represents a node of 5 genes from Complement activation gene signature; (b) Tables for the 7 DEGs in LPS response genes and 5 DEGs for Complement Activation genes are presented with gene identifications, fold change, *p*‐value, and FDR *q* value. (c) String protein–protein interaction enrichment analysis for GO process, Reactome, KEGG, or Monarch databases is presented. Pathways are listed on the *y*‐axis with their associated gene numbers, and the *x*‐axis displays the enrichment score.

### 3.3 No differences in fetal weights

Fetal age at necropsy was similar between the LPS‐exposed (127 ± 2 dGA, 2 males and 3 females) and LPS‐naïve fetuses (129 ± 1 dGA, 2 males and 3 females). Fetal weight was not different between LPS‐exposed (2.8 ± 0.4 kg) and LPS‐naïve fetuses (3.0 ± 0.5 kg).

### 3.4 LPS challenges stimulate proinflammatory cytokine expression

Pro‐inflammatory cytokine mRNA expression levels for TNFα, IL‐6, and IL‐1β were measured in fetal lung, heart, placenta, liver, and spleen (Figure 7). In lung, heart, and liver, the concentration of TNFα transcripts was elevated compared to tissues from naïve controls. TNFα concentrations decreased in the spleen and were not different in the placenta. IL‐6 mRNA concentrations were greater in heart, placenta, and liver of the LPS fetus compared to the control fetus. IL‐6 increased in the lung and was unchanged in the spleen. IL‐1β mRNA concentrations were greater in the placenta of the LPS fetus versus control. IL‐1β mRNA concentrations were lower in the spleen of the LPS fetus and unaffected in the lung, heart, and liver.

**FIGURE 7:**
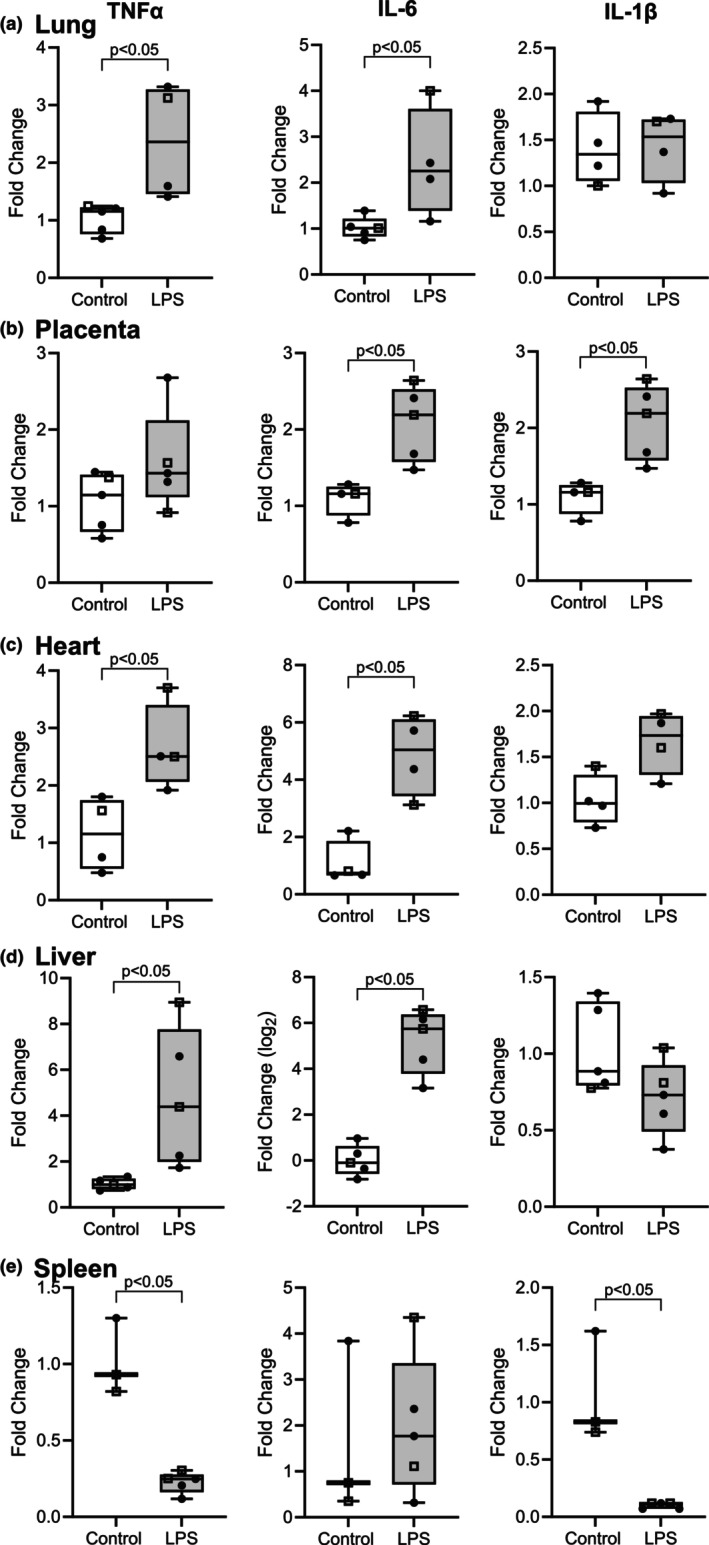
Elevated pro‐inflammatory cytokine expression in fetal organs after repeated LPS challenges. Naïve control fetal tissues were compared to LPS‐treated fetal sheep tissues (*n* ≥ 3). Quantitative PCR for TNFα, IL‐6, and IL‐β mRNA concentrations were measured in lung (a), placenta (b), heart (c), liver (d), and spleen (e). Gene of interest expression was normalized using the geometric mean of ovine reference genes and presented as the fold change relative to the naïve controls ($2^{-\Delta \Delta C_{t}}$). Statistical differences were determined with a two‐tailed T‐test on the ΔC(t) values and are indicated. Fetal sex is designated by symbols (open square for male; fill circle for female).

## 4 DISCUSSION

In this study, we established a new model of FIRS in fetal sheep that consistently and effectively elicits a robust physiological response to increasing sublethal LPS doses. Our findings support the hypothesis that repeated increasing doses of LPS, when given intravenously to fetal sheep, overcome their tachyphylaxis to LPS. Notably, increasing subsequent LPS doses produced robust systemic inflammatory responses, where the magnitude of physiological responses was sustained across all four LPS challenges that increased 50‐fold. The PBMC results also show that the advancing days and higher doses of LPS stimulate FIRS because PBMC concentrations increased, and the transcriptomic analysis indicates a strong inflammatory response to LPS exposure. To further characterize the FIRS response, expression levels of pro‐inflammatory cytokines were upregulated in the lung, heart, placenta, and liver, but, as expected, downregulated in the spleen of LPS‐challenged fetuses compared to naïve fetal sheep. Thus, we have established a new model of chorioamnionitis‐induced FIRS that replicates a clinical setting with prolonged exposure to infection.

An initial low dose LPS bolus (0.3 μg/kg) induced a physiological response and established endotoxin tolerance that allowed fetuses to survive subsequent doses of 5, 10, and 50 times the initial dose. Repeated higher doses of LPS led to an acute physiological response where pH and pO_2_ levels were decreased, while pCO_2_, lactate, and cortisol concentrations increased at 3 and 5 h after each bolus. These physiological alterations such as acidosis, hypoxia, hyperlactatemia, and endocrine stress are hallmarks of inflammation that illustrate fetal stress (Mathai et al., 2013; Turkoglu et al., 2023; Zarate et al., 2020). Strikingly, the magnitude of physiological responses to the increasing doses was preserved across all four LPS challenges because there was no interaction between hour and day, which demonstrates that the responses for all measurements were similar. However, the daily lactate average was lower on Day 5 compared to Day 3 and indicates that the response in lactate was lower even with the 10‐fold increase in LPS (Figure 2n). The diminished LPS induction of hyperlactatemia on Day 5 is partially explained by the greater cortisol concentrations (Figure 2o) or by greater hypoxemia, which both promote lactate clearance (Figure 2M) (Hacker et al., 2023; Wilkening et al., 1993). Elevated cortisol can facilitate lactate clearance through mechanisms like increased gluconeogenesis (Timmerman et al., 2000). Furthermore, cortisol can promote anti‐inflammatory effects and result in metabolic shifts to lower lactate concentrations (Silva et al., 2019).

LPS stimulates transcription of pro‐inflammatory cytokines and secretion by activating toll‐like receptor 4 (TLR4) present on granulocytes, monocytes, and lymphocytes in fetal blood (Aksel & Akyuz, 2021; Dorner et al., 2009). Thus, PBMC concentrations, along with transcriptional analysis, were used to evaluate the systemic FIRS response during repeated LPS challenges. PBMC concentrations increased 48 h after the first bolus (data not shown) and remained elevated but stable after the second and third boluses collected on the 4th and 5th days (Figure 3a). These data demonstrate that our model effectively triggers an inflammatory response in PBMCs that reaches near maximal levels by the 4th day with two LPS boluses on days 1 and 3. Stabilization of PBMC numbers between the 4th and 5th day might be due to endotoxin tolerance, the delayed nature of the inflammatory response, and the body's negative feedback mechanisms that help stabilize the response over time (Biswas & Lopez‐Collazo, 2009). Importantly, the lack of physiological responses in ewe was consistent with our hypothesis that the maternal immune system will not influence the fetal response as maternal circulation is isolated from any fetal intravenous LPS exposure.

Transcriptomic analysis on PBMCs comparing cells isolated pre‐LPS (Day 1) and after LPS‐exposure (Day 5) showed that intravenous LPS administration, in addition to increasing PBMC concentrations, also upregulated the expression of genes specifically associated with inflammatory gene signatures, apoptosis, NFκB, LPS response genes, and the complement activation pathway. Differentially expressed genes such as CXCR2, S100A8, S100A12, IFI6, NFKBIA, BCL2A1, IL21R, and HMOX1 were shown to be upregulated and are all regulators of immune responses and inflammation. NFκB signaling is also associated with the activation of inflammatory cytokines like TNFα, IL‐1β, and IL‐6 (Liu et al., 2017). Enriched processes or pathways for the k‐clusters presented identify innate immunity or TLR regulation, which supports endotoxin‐induced inflammatory response in fetal PBMCs (Ahmed et al., 2023; Galanos & Freudenberg, 1993; Ngkelo et al., 2012; Wright & Kirpalani, 2011). Most of the DEGs found in our data are actively expressed in humans, indicating similar molecular functions between our chorioamnionitis model in sheep induced with LPS and in human fetuses with chorioamnionitis (Weitkamp et al., 2016). Specifically, 14 DEGs from fetal sheep PBMCs were orthologs and closely resemble those expressed in human infants born with chorioamnionitis. Together, the transcriptomic analysis of the PBMCs indicates a strong inflammatory response to higher doses of LPS in sheep fetuses.

Elevated cytokine mRNA expression in selected tissues (lung, liver, heart, and placenta) further indicates systemic inflammation in LPS‐exposed fetuses. FIRS is associated with respiratory distress syndrome and bronchopulmonary dysplasia in human neonates and has been extensively studied in intraamniotic sheep models (Ericson & Laughon, 2015; Muraskas et al., 2020; Zarate et al., 2020). In lung tissue, TNFα expression was increased and paralleled by moderately higher IL‐6 expression. Moreover, this chorioamnionitis model is associated with hepatic inflammation, which is also demonstrated in this study with higher TNFα and IL‐6 concentrations (Gomez‐Lopez et al., 2019; Gotsch et al., 2007; Kallapur et al., 2014; Romero et al., 1989). Fetal liver influences the innate inflammatory response and houses a unique macrophage called Kupffer cells (Wen et al., 2021; Zarate et al., 2020). Inflammation of the heart and placenta was also demonstrated with greater IL‐6 expression. Although we recognized the limitation of measuring RNA versus protein, these findings indicate systemic inflammation in several fetal tissues after the four LPS challenges.

In human fetus, neutrophils increase in the spleen during chorioamnionitis, while also displaying a decreased percentage of T and B cells (Stallmach & Karolyi, 1994). Additionally, severe shrinkage of the thymus and spleen has been observed, contributing to the depletion of leukocytes induced by the onset of sepsis (Toti et al., 2004). Previous studies in sheep and rhesus Macaques with intra‐amniotic LPS administration showed that the total number of macrophages and T‐regulatory cells decreased in lymphoid tissues like the spleen and gut (Kallapur et al., 2013; Kuypers et al., 2012; Lee et al., 2011; Rueda et al., 2016). Similarly, our LPS model in fetal sheep led to a decrease in cytokine gene expression in the spleen and aligns with those previous findings. This might be attributed to thymus modulation and diminished expression of FOXP3+ cells in LPS‐exposed lambs, which can produce pro‐inflammatory cytokines like IL‐17 (Kallapur et al., 2013; Kunzmann et al., 2010; Rueda et al., 2016). Another explanation could be the migration of immune effector cells to the site of inflammation (Lee et al., 2011).

Our experimental approach with repeated fetal IV boluses of LPS offers several new advantages for evaluating immunomodulating therapeutics in fetuses with FIRS. Specifically, we demonstrate a robust physiological response with each increasing LPS dose, a high survival rate of fetuses over a five‐day period, and a comprehensive assessment of multiple organ establishment of FIRS. Activation of inflammatory cascades in the fetus is a crucial factor that drives the adverse outcomes in fetuses affected with chorioamnionitis (Ahmed et al., 2023; Gisslen et al., 2014; Heymans et al., 2021). Thus, systemic inflammation was verified with elevated pro‐inflammatory cytokines in multiple tissues, along with increases in PBMC concentrations and DEGs enrichment of inflammatory gene signatures. In conclusion, this model with a high survival rate offers significant promise for enhancing the understanding of systemic inflammation and the development of therapeutic strategies to mitigate adverse effects caused by FIRS.

## AUTHOR CONTRIBUTIONS

AM, SK, AG, and SWL conceived and designed experiments; SK, AG, ART, RILR, SKT, NZ, AM, and SWL performed experiments, analyzed data, interpreted results of experiments, and prepared figures; SK drafted the manuscript; all authors edited and revised the manuscript; all authors approved the final version of the manuscript.

## FUNDING INFORMATION

This work was supported by Flinn Foundation #23–12,143.

## DISCLAIMERS

The authors have no competing interests.

## ETHICS STATEMENT

Animal protocols were approved by the Institutional Animal Care and Use Committee at the University of Arizona. All experiment followed the guidelines set by the US National Research Council's “Guide for The Care and Use of Laboratory Animals” and the US Public Health Service's “Policy on Humane Care and Use of Laboratory Animals.”

## Supporting information

Table S1.

## Data Availability

The data that support the findings of this study are openly available in the National Center for Biotechnology Information's Gene Expression Omnibus (accession # GSE284345).

How the deposited data were processed for this re-analysis (not part of the article)

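PBMC transcriptomes of 5 fetal sheep were compared between Day 1, before any LPS, and Day 5, after 3 boluses, giving 10 libraries. Libraries were grouped by the day and fetus in the sample labels and the paper. The pairing of the libraries comes from the fetus number, which is shared by the Day 1 and Day 5 library of each animal.

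The authors deposited rlog values, which are on the log2 scale. According to the paper, the authors aligned strand-specific reads to ARS-UI_Ramb_v2.0 (Ensembl annotation) with STAR, counted them with featureCounts and analysed the counts with DESeq2; the settings of the rlog transformation are not named in the paper's text. The authors' deposited comparison table holds, for 80 genes, the least-squares mean signal of each day and its total over the libraries. It also holds the ratio of Day 5 to Day 1 and the signed fold change, a score that is the negative inverse of the ratio where the ratio is under 1. The authors' deposited p-value and its step-up adjusted p-value stand beside these. These columns do not carry the names of DESeq2 output, so whether DESeq2 gave the values is not known. Its group means are pooled and carry no error. All per-library columns of the rlog table were used.

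The deposited rlog values hold no counts, so the depth of each library is unknown, no test on counts was run, and the precision is set by the 5 fetuses. Genes listed at 0 in all libraries (10574 of 30620) were left out, and no other filter was applied. Differences between the days were computed in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with a mean-variance trend, no term for the fetus), with Benjamini-Hochberg adjustment over the 20046 remaining genes. DEGs had an adjusted p under 0.05 and a fold change over 1.5. Means over sets of genes were compared by two-sided exact permutation over all splits of the libraries, and within fetuses by an exact sign-flip test. The separation of the days over all genes was tested by a pseudo-F ratio with one-sided exact permutation. Principal components were computed on genes centred and scaled to unit variance. Figures were drawn with matplotlib.

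The test across genes was tested on simulated data, 5 sets of 20046 genes with 200 genes changed by a log2 fold change of 2. It recovered 98.9% of the changed genes both with and without the fetus as a replicate block. False calls averaged 0.8 per set without the block and 4.6 with it. The changed genes were drawn only from genes with a mean value above the median. Recovery of smaller changes, of low genes or among fewer changed genes was not simulated. In the deposited values S100A9, with a log2 fold change of 2.21, had a limma adjusted p of 0.0833 without the block. In simulated data with differences between fetuses and none between days, the pseudo-F test without the block gave p-values of at least 0.889. It was conservative there, but each gene was drawn independently of the others. The simulation therefore does not settle how the test behaves on real libraries, in which genes can vary together.

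Gene names were taken from the authors' deposited comparison table, from Table S1 and from the tables in Figures 4b and 6b, whose fold changes and p-values pair 6 symbols with identifiers. A table of gene names for the assembly ARS-UI_Ramb_v3.0 holds no Ensembl identifiers, so 0 of the 30620 identifiers could be matched with it. Of the 80 genes of the comparison table, 18 could be followed. The other genes that the paper names, K-clusters 2, 3 and 5, the cytokines measured in tissues and lists of cell-type marker genes were not analysed here. Genes named in the text are those the paper names that could be followed, and the DEGs with the largest log2 fold change in each direction that changed one way in all 5 fetuses. At most 2 unnamed identifiers that rose and 2 that fell are printed. Of these, ENSOARG00020024647, ENSOARG00020037082 and ENSOARG00020004525 were chosen after their values were seen.

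The alternatives tried were other fold change thresholds, the fetus as a replicate block, no mean-variance trend, quantile normalization, centring of each library on its median, removal of the lowest 25% of genes by mean value, the median over genes in place of the mean, other gene scalings and the 500 most variable genes for the components and the separation, and leaving out each fetus in turn. Alternatives that needed counts were not run. Added after the data were seen were the share of the most abundant gene as a covariate, the block together with the removal of the lowest genes, and a restriction to the 10062 genes with the highest mean value, with and without the block.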

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

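The tests on a wrong sample label and on the share of the most abundant gene were chosen after the result was seen.

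On PC2 of the scaled genes, the Day 1 library of fetus 3 scored 147.9, while the other Day 1 libraries ran from -20.5 to 10.6. Its gap to the nearest of them was 0.816 of the whole range of the 5, above the 0.71 that 5 samples exceed by chance in about 1 of 20 groups. In all, 32 groups of 5 libraries were checked in this way, of which chance alone would give 1.6 such samples, and this was the 1 found. A weight of low genes was tested by removing the lowest 25% of genes, after which the gap on the matching component was 0.733 of the range, still above 0.71. With genes centred and not scaled it was 0.782, so the scaling does not account for it. A wrong label was tested by the correlation of the library's deviations from its day mean with the Day 5 libraries. The correlation was 0.174 with its own fetus and at most 0.114 with another, which goes against an exchange of fetuses. The most abundant gene took 65.88% of its summed linear values. The other Day 1 libraries ran from 65.95% to 71.7%, so the library lies just outside their range. The library nearest to it in this share, Day 1 of fetus 5 at 65.95%, had the lowest Day 1 score, -20.5, and the 3 Day 5 libraries with a lower share scored from -48.6 to -37.0, which goes against a link between a low share and a high score. Within the 5 fetuses the design gives no condition that sets fetus 3 apart, so no biological explanation was tested.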

How the results depend on the processing

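The alternatives were chosen before the data were examined, except those named below as chosen after seeing the data.

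The number of DEGs changed with most choices. Without a fold change threshold, and with an absolute log2 fold change over 1, it stayed at 4 (4 higher, 0 lower on Day 5). With the fetus as a replicate block there were 27 DEGs (22 higher, 5 lower), with each library centred on its median 19 (16 higher, 3 lower) and without the lowest 25% of genes 17 (14 higher, 3 lower). The 4 DEGs were among those of each of these fits. Quantile normalization gave 1 DEG (1 higher), and eBayes without a trend gave 0 (0 higher), although 1302 genes had an unadjusted p under 0.05. Across the 5 fits that each left out one fetus, the number ran from 0 to 6, as did the number of genes higher on Day 5, and 0 were lower in each. The 6 came without fetus 1 and shared 2 genes with the 4. In the fits with 0, between 785 and 1008 genes had an unadjusted p under 0.05. Of the DEGs, 100% were higher on Day 5 without the block, 81.5% with it, 84.2% after median centring and 82.4% without the lowest genes. The median of all genes differed by -0.02 between the days. Centring removed this difference and moved the share of higher genes among those with an unadjusted p under 0.05 from 52.3% to 63.8%.

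Of the 18 genes of Table S1 with an identifier, 0 had an adjusted p under 0.05 at first (17 had an unadjusted p under 0.05), 5 with the replicate block, 3 after median centring and 3 without the lowest genes, and 0 in each fit that left out one fetus. The fits that follow were chosen after seeing the data. With the share of the most abundant gene as a covariate there was 1 DEG (0 higher, 1 lower), with 911 genes at an unadjusted p under 0.05. This fit called 0 of the 18, of which 12 had an unadjusted p under 0.05. In it the log2 fold change of ENSOARG00020017135 was 2.46 (limma adjusted p = 0.0908). That of ENSOARG00020037082 reversed to -0.21 (limma adjusted p = 0.887, against 0.742 to 0.942 over the alternatives chosen beforehand). The replicate block together with the removal of the lowest 25% of genes gave 140 DEGs (86 higher, 54 lower) and called 15 of the 18. A restriction to the 10062 genes with the highest mean value gave 6 DEGs and called 1 of the 18, and with the replicate block it gave 123 DEGs (77 higher, 46 lower) and called 15 of the 18. At an absolute log2 fold change over 1, these 2 fits with the block gave 54 DEGs (41 higher, 13 lower) and 50 DEGs (37 higher, 13 lower). The causes of these changes were not tested, except for the removal of the lowest genes (under Other observations).

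The real split of the libraries by day was compared with the other splits that part the libraries of every fetus, 16 splits in all. The split by day was the 1 of 16 with as many DEGs, both without the block and with it, and every other split gave 0 DEGs in both, with at most 910 genes at an unadjusted p under 0.05 without the block and 1183 with it (against 1380 for the split by day). It was also the 1 of 16 with as many of the 18 genes called under the block, which shows no stability, since the paper selected these genes on the same split. The split by day was further the 1 of 16 with as many genes at an unadjusted p under 0.05 without the block (1110), and with as many DEGs under the block over the 10062 highest genes (123 against 0, where the other splits gave at most 980 genes at an unadjusted p under 0.05). With 16 splits the share cannot fall below 0.063. The remaining 110 splits keep the libraries of at least one fetus together, so that differences between fetuses enter them; of 84 drawn at random, 1 gave as many DEGs (9) and 7 gave as many genes at an unadjusted p under 0.05 (at most 2073).

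The mean rise of the 6 inflammatory genes, and that of the 5 genes of K-cluster 1, kept its direction with the replicate block, the median over genes, quantile normalization, median centring and each fetus left out in turn, the alternatives run for these sets. The paper selected these genes on the same libraries, so neither this nor the p-values show stability. Under the replicate block the rises were 1.23 and 1.24 with an exact p of 0.063 each, the smallest that 5 pairs allow. For GBP6, the gene of K-cluster 4, the rise was 1.20 with the same p of 0.063 under the block and ran from 1.03 to 1.40 across the 5 comparisons that each left out one fetus, 4 of which had an exact p above 0.05. K-clusters 2, 3 and 5 had no gene that could be followed, so their alternatives were not run, nor were those that needed counts, and with 1 gene there was no median over genes for K-cluster 4. Without fetus 1 the separation of the days over all genes had a p under 0.05 (pseudo-F 1.56, exact p = 0.0286). With genes scaled, with the 500 most variable genes and without each of the other fetuses it stayed above 0.05. Under the replicate block the exact p of 0.063 is the smallest that 5 pairs allow, so it could not fall below 0.05. The pseudo-F ran from 1.09 to 1.56 across the 5 comparisons that each left out one fetus. The share of PC1 was 25.2% with genes centred only, 42.2% with the 500 most variable genes, 19.2% without the lowest genes, and from 21.2% to 22.1% with one fetus left out. For single genes and for PC2 and PC3, 41 other results changed, of which 6 were weaker, 19 stronger, 15 moved and 1 reversed. The depth of the libraries is unknown, so what it limits cannot be stated.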

Differences from the paper's values

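The paper reports 80 DEGs, and 4 were found in the rlog values. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; the nearest was the replicate block, with 27. For the genes higher on Day 5, the paper's number is 59 against 4, and none of the alternatives set before the data were examined closed the gap (22 with the replicate block). For those lower on Day 5, the paper's number is 21 against 0 (529 at an unadjusted p under 0.05), and none closed it (5 with the block). In fits chosen after seeing the values, the block without the lowest 25% of genes gave 140 DEGs (86 higher, 54 lower) and the block over the 10062 highest genes gave 123 (77 higher, 46 lower); at an absolute log2 fold change over 1, the threshold in the paper's methods, the same fits gave 54 (41 higher, 13 lower) and 50 (37 higher, 13 lower). Of these numbers, the 54 lies within 1.5 times of the paper's 80, and the 86, the 77 and the 41 lie within 1.5 times of its 59.

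Of the 18 genes of Table S1 with an identifier, the paper calls 18, and 0 were called here (17 had an unadjusted p under 0.05). Of the alternatives set before the data were examined, the replicate block called 5, median centring 3 and the removal of the lowest genes 3, and none reached the paper's number. The block without the lowest genes and the block over the highest genes, both chosen after seeing the values, each called 15.

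The log2 fold changes of Table S1 are larger than those of the rlog values. For CXCR2 the paper's value is 2.83 against 1.24, for S100A9 3.26 against 2.21 and for MS4A7 1.94 against 0.99. For ENSOARG00020024647 the paper's value is -2.11 against -1.33, and for ENSOARG00020037082 it is 1.53 against 0.16. For each of these 5, none of the alternatives set before the data were examined closed the gap. That result carries little weight, because all of them start from the same rlog values, which are shrunk. The block, the fit without a trend and the removal of the lowest genes cannot change a log2 fold change. By limma, S100A9 had an adjusted p under 0.05 with the replicate block, after median centring and without the lowest genes, 3 of the 10 alternatives set before the data were examined, over which its adjusted p ran from 0.0034 to 0.882. CXCR2 had one after median centring and without the lowest genes (0.026 to 0.882 over the 10), and ENSOARG00020024647 with the replicate block (0.0135 to 0.882). These 3 also had one in both fits with the block on fewer genes, chosen after seeing the values, and S100A9 in the fit on the 10062 highest genes without the block, chosen likewise. FCGR3A, MS4A7 and GBP6 had one only in the 2 fits with the block on fewer genes, chosen after seeing the values. ENSOARG00020037082 and IGLL1 had none in any fit.

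The paper describes the days as separated on the principal components, whereas the exact permutation p for the separation over all genes was 0.0952 without regard to the fetus. With days exchanged only within fetuses, a replicate block, the exact p was 0.063, the smallest that 5 pairs allow, so that no other split of this kind gave a larger pseudo-F. Leaving out fetus 1 without the block gave an exact p of 0.0286, and leaving out fetus 2, 3, 4 or 5 gave 0.229 to 0.371.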

Other observations

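Of the tests below, those on the share of the most abundant gene, on shrinkage and on different counts behind the deposited tables were chosen after the result was seen.

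The number of genes behind the authors' adjusted p-values can be read from Table S1, because a step-up adjusted p is the p-value times the number of genes divided by its rank. It was 10062 within rounding at 58 of the 80 ranks, which is 50.2% of the 20046 genes with a value above or below 0 in the rlog table. The paper does not report this number. All 18 genes followed here are among the 10062 genes with the highest mean rlog value, but which genes the authors kept was not examined.

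Without the lowest 25% of genes, 17 DEGs were found in place of 4. The 5012 genes left out had a median spread between fetuses of 0.0486 (SD within a day, log2), against 0.25 for the other 15034, as shrinkage would give. When the p-values of the fit on all genes were adjusted over the remaining genes alone, 4 DEGs were found, so the lower number of tests did not by itself change the count. When the p-values of the fit without the low genes were adjusted together with those of the low genes, 9 were found. The prior degrees of freedom that limma estimated rose from 4.99 to 7.73. A candidate explanation is that the low genes loosen the variance prior, which by itself accounts for part of the rise, since neither step alone gave 17.

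One gene, ENSOARG00020004525, had an rlog value of 25.29 ± 0.16 (SD, n = 5) on Day 1 and 24.88 ± 0.45 (SD, n = 5) on Day 5. It took 67.95 ± 2.63% (SD, n = 5) of the summed linear values of a library on Day 1 and 64.1 ± 3.16% (SD, n = 5) on Day 5, and the 4 most abundant genes together took 85.4% and 83.2%. The share of that gene was lower on Day 5 in 5 of 5 fetuses (exact sign-flip test within fetuses, p = 0.063, the smallest that 5 pairs allow). Without regard to the fetus, the difference lay within the spread between libraries (two-sided exact permutation test, p = 0.0794). The paper does not give the identifier of this gene, and the materials used here do not pair it with a name. Whether the paper names the gene is therefore unknown. With the share of this gene as a covariate, 1 DEG was found, which was not among the 4. Of the 18 genes of Table S1 with an identifier, 12 had an unadjusted p under 0.05, against 17 without the covariate. The log2 fold change was 1.61 for S100A9, 0.73 for FCGR3A, 0.60 for MS4A7 and 0.77 for GBP6. Without the covariate these were 2.21, 1.12, 0.99 and 1.20. For CXCR2 it was 1.09 against 1.24, and for IGLL1 0.62 against 0.63. The share was lower on Day 5 in each fetus, and with 5 pairs the test within fetuses could not fall below 0.05. The fit with this covariate therefore does not tell a change in composition apart from a response to LPS, nor either of them from a change with gestational age.

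The authors' deposited table and the rlog table do not give the same changes. For all 18 genes with an identifier the rlog change was smaller, at a median of 0.604 of the log2 ratio in the authors' deposited table. For ENSOARG00020037082 it was 0.104 of it, the lowest of the 18. Shrinkage of genes with few reads was tested by the rank of that gene's mean rlog value, which was 1 of 18 from the top, so shrinkage of a low gene does not account for it. Over the other 17 genes, the part of the authors' change that the rlog values kept rose with the mean rlog value (Spearman's rho = 0.89, permutation p = 2e-05; Pearson's r = 0.855, permutation p = 6e-05; over all 18 genes rho = 0.591, permutation p = 0.0116, and r = 0.234, permutation p = 0.353), a relation across genes, which are not independent replicates. This is consistent with shrinkage as an explanation for the smaller changes of these 17. The offset between the summed linear rlog values and the authors' total ran from 0.681 to 4.24 on the log2 scale, a range of 3.56, with a median of 1.19, and was highest for ENSOARG00020037082 and next for IGLL1 at 3.22. Normalization by one factor per library would leave nearly the same offset for each gene. The genomic span was tested by the correlation across the 18 genes, which are not independent replicates, between the offset and the log2 of the gene's span (Spearman's rho = -0.143, permutation p = 0.571; Pearson's r = -0.272, permutation p = 0.258), which showed no relation. The span runs from gene start to gene end, introns included, so an effect of transcript length was not tested. Most of the range of 3.56 comes from ENSOARG00020037082 and IGLL1, since the offsets of the other genes ran from 0.681 to 1.83. Different read counts behind the 2 tables, such as another treatment of reads shared between genes, are a hypothesis for these 2 genes. No table here tests how those reads were handled.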
